A study of Mus musculus with 9 samples. Its data were reported in "Osteocyte-specific gasdermin D deletion accelerates osteoarthritis via promoting subchondral inflammation and remodeling" (2026).

How the data were processed

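RNA of MLO-Y4 cells was measured by RNA sequencing, with directional libraries read from both ends. MLO-Y4 is an osteocyte-like cell line of the mouse. The cells shared a transwell with primary mouse chondrocytes, so that the cell types exchanged soluble factors across a porous membrane. The 9 libraries fall into 3 groups of 3. The control group was co-cultured with unstimulated chondrocytes. The other groups were co-cultured for 24 h or 48 h with chondrocytes that had been treated with interleukin-1β. The labels do not give the culture time of the control group, so a difference from control can hold both stimulation and time. Groups and replicate numbers were taken from the sample labels. The labels name the cell line of the 48 h samples differently from the others, while the protocols name MLO-Y4 throughout.

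The authors deposited 1 table of raw counts per gene. Per the labels and the methods of the study, reads were trimmed, aligned to the mouse genome with HISAT2 and counted per gene with featureCounts. The genome build was mm39 (GRCm39). The deposited counts are whole numbers and were not normalized. The methods of the study also name RSEM for quantification, which was not reconciled with featureCounts here. The sources differ on the featureCounts version and on the sequencer as well. They do not state whether counting used the strand or how reads with several matches were handled. Counts of overlapping genes, antisense genes and near-identical copies are therefore uncertain. The table held 56748 genes, of which 26232 had at least 1 read. Coordinates are those of the deposited table. The gene length given there by the authors entered only a check of length bias.

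Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by the filterByExpr function with its minimum count of 10, which left 13812 genes holding 99.9% of the reads. Library sizes were scaled by the trimmed mean of M values (TMM). All 9 libraries entered 1 quasi-likelihood fit with group as the only term and 6 residual degrees of freedom. The comparisons were 48 h versus control, 24 h versus control, 48 h versus 24 h, and a joint F-test of the 3 groups. P-values were adjusted by the Benjamini-Hochberg method, and a gene with an adjusted p under 0.05 is called different. Standard errors (SE) were derived from the log2 fold change and the F statistic. Values per library are CPM, counts relative to the library total after TMM scaling.

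Gene lists were tested with camera, a competitive test of whether list members shift relative to all other genes, on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01. The 13 lists and 3 comparisons gave 39 tests, which were adjusted together. One list holds the genes shown by the study in its heatmap of the NOD-like receptor pathway. These genes were chosen on the same libraries, so their test is not independent evidence. The other lists were assembled by hand from general knowledge, because no pathway database was used here. They cover other members of NOD-like receptor signalling, inflammasome and pyroptosis, NF-kB and TNF response, interferon response, hypoxia response, autophagy and lysosome, oxidative stress response, osteoclast regulation by osteocytes, osteocyte and osteoblast markers, extracellular matrix, cell cycle, and chondrocyte markers. The list of other NOD-like receptor members left out every heatmap gene, so its test depends on that choice as well. Some genes are members of several lists.

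The tests of the comparisons, the 13 lists, the rule for naming genes and most alternative settings were fixed before the data were examined. The thinning of libraries, the removal of GC and length trends, the omission of the 50 most abundant genes, the tests of explanations and a list of TGF-beta, BMP and YAP targets were chosen later. The rule names 14 genes of pyroptosis, inflammation and bone turnover, only some of which the text of the study names. Against control it adds, for each time, the 5 higher and the 5 lower genes with the largest absolute log2 fold change. These had to be protein-coding, called, at a mean of at least 5 CPM in either group compared, and without overlap between the libraries of the groups. For 48 h versus 24 h it adds 3 genes in each direction by the same criteria. It also allows at most 3 such members of each list that passed. Only the member with the largest change was named, a restriction chosen after the values were seen.

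The procedure was tested on simulated data, in 10 sets of counts drawn from the means, dispersions and library sizes of the real genes, with 200 changed genes in each. On average 91.9% of the changed genes, which had absolute log2 fold changes of at least 1, were recovered. Unchanged genes made up 6.41% of the calls on average and between 4.81% and 10.1% in single sets, so the realised error rate averaged above the nominal level. In a comparison with no change, 4.95% of genes had a p under 0.05 and 1 gene was called on average, with at most 5. In the data, the 6408 genes called at 48 h versus control had a median absolute log2 fold change of 0.41. The simulated recovery and error rates do not describe changes that small or that numerous.

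Total counts ranged from 12250628 to 18515456 per library. A count of 3 was taken as the floor, the upper limit that a count of 0 allows, which corresponds to 0.162 to 0.245 CPM. Floors cover counting error only, since these reads carry no molecular identifiers. Alternatives covered the normalization, the filter on low counts, the genes included, DESeq2 1.42.0 in place of edgeR, the replicate number as a block, the threshold, the libraries in the fit, the list test, and leaving out each library in turn. Some items are not reported here.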

Results

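The transcriptome of osteocyte-like MLO-Y4 cells was measured in 9 libraries, 3 from co-culture with unstimulated chondrocytes (control) and 3 each from 24 h and 48 h of co-culture with interleukin-1β-stimulated chondrocytes. Total counts ranged from 12250628 to 15956441 in the control libraries, from 14440454 to 15558585 at 24 h and from 16458398 to 18515456 at 48 h. The 10 most abundant genes took 5.15% to 6.05% of the counts per library, and TMM factors lay between 0.983 and 1.015. Replicates of a group differed by more than sampling noise in every pair, with a chi-square statistic per degree of freedom of 2.31 to 8.4. No pair was therefore taken for 1 library present more than once. The labels name the libraries as separate samples, which this comparison with counting noise does not test. The first principal component held 51.7% of the variance and separated the 48 h libraries from the 6 others. The second held 13.1% and separated control from 24 h. The mean distance between libraries, as the root mean square of log2 CPM differences, was 0.556 for control and 48 h, 0.393 for control and 24 h, and 0.358 within the control group.

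The joint test asked whether expression differed among the groups at all. It called 7162 of 13812 genes, or 51.9%. A threshold of 0.01 on the adjusted p, the alternative that moved this count most, left 5451 genes.

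The comparison of 48 h with control asked how the cells changed after the longer co-culture with stimulated chondrocytes. It called 6408 genes, of which 3039 were higher and 3369 lower. The median absolute log2 fold change of called genes was 0.41. Requiring a log2 fold change of at least 1, the alternative that moved the counts most, left 525 higher and 180 lower genes. In 6083 of the called genes the libraries of the groups did not overlap. Over all tested genes this held for 53.1%, where chance gives 10%.

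The largest increases at 48 h among the genes eligible for naming began with Saa3 (chromosome 7, 46361422 to 46365124), a secreted acute phase protein. Its expression was 2.26 CPM ± 0.491 (SD, n = 3) in the control and 71.8 CPM ± 6.45 (SD, n = 3) at 48 h, a log2 fold change of 5.01 (SE 0.18, adjusted p 5.13e-13) with all 48 h libraries above all control libraries. Saa3 belongs to a family of similar genes, and its count is uncertain to the extent that reads were shared among them. Gm12248 (chromosome 11, 57954378 to 57983960) rose from 1.60 CPM ± 0.545 (SD, n = 3) to 33.3 CPM ± 4.42 (SD, n = 3), with a log2 fold change of 4.34 (SE 0.17, adjusted p 8.31e-13). Ndufa4l2, Car9 and Fabp4 followed with log2 fold changes of 3.98, 3.89 and 3.79. Ndufa4l2 (chromosome 10, 127350836 to 127353023) overlaps Shmt2 on the opposite strand, so its count is uncertain. Shmt2 moved the other way, with a log2 fold change of -0.72 (adjusted p 1.17e-09).

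Among the same genes, the largest decreases at 48 h were those of Ltbp2, Pcolce2, Id1, Acsbg1 and Lgr6. Ltbp2 (chromosome 12, 84829986 to 84923306) went from 55.4 CPM ± 4.05 (SD, n = 3) to 11.7 CPM ± 0.381 (SD, n = 3), a log2 fold change of -2.24 (SE 0.09, adjusted p 1.19e-12) with all 48 h libraries below all control libraries. The log2 fold change was -2.20 for Pcolce2, -2.12 for Id1, -1.87 for Acsbg1 and -1.84 for Lgr6.

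The comparison of 24 h with control asked the same of the shorter co-culture. It called 849 genes, of which 449 were higher and 400 lower. Requiring a log2 fold change of at least 1 left 46 higher and 17 lower genes. The counts also depended on single libraries. Without control replicate 3 the fit called 873 higher and 602 lower genes, without 24 h replicate 3 it called 295 and 223, and without 24 h replicate 1 it called 222 lower genes. With no filter on low counts 759 genes were higher. The libraries of the groups did not overlap in 21.5% of tested genes, where chance gives 10%.

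Among the genes eligible for naming, Saa3 had the largest increase at 24 h as well, to 101.9 CPM ± 20.3 (SD, n = 3), a log2 fold change of 5.51 (SE 0.18, adjusted p 2.19e-13). Lcn2 (chromosome 2, 32274645 to 32278264) had at most 3 counts in every control library. Set against a control value of 3 counts, its mean was 24.6-fold higher at 24 h and 17.1-fold higher at 48 h. These folds leave out counting error and replicate spread, so they are not lower limits. The fitted log2 fold changes of Lcn2 were 4.93 (SE 0.42) at 24 h and 4.41 (SE 0.43) at 48 h. Cxcl5, Mmp3 and Hp rose by log2 fold changes of 2.93, 2.64 and 2.42. Cxcl5 (chromosome 5, 90907219 to 90909483) went from 31.5 CPM ± 1.36 (SD, n = 3) to 240.2 CPM ± 22.1 (SD, n = 3), with an adjusted p of 3.26e-14 and all 24 h libraries above all control libraries. The largest decreases among eligible genes were those of Hopx (log2 fold change -1.48, adjusted p 3.14e-07), Plxdc1 (-1.13), Kcnh2 (-0.98), Sp110 (-0.97) and Gpnmb (-0.95). The call of Sp110 (adjusted p 0.0104) was lost without control replicate 2 (adjusted p 0.0526), without 24 h replicate 2 (0.0511) and without 24 h replicate 3 (0.0679).

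The direct comparison of 48 h with 24 h, in which the shared control libraries cancel, called 6782 genes, 3278 higher and 3504 lower at 48 h. Libraries of these groups did not overlap in 59.4% of tested genes, where chance gives 10%. Among eligible genes Gm12248, Adamts15 and Fabp4 had the largest increases, with log2 fold changes of 5.03, 3.78 and 3.37. Ltbp2, Cxcl1 and Acsbg1 had the largest decreases, with -2.95, -2.26 and -2.24. Cxcl1 stood at 5.85 CPM ± 0.649 (SD, n = 3) in the control, 26.6 CPM ± 4.49 (SD, n = 3) at 24 h and 5.52 CPM ± 0.310 (SD, n = 3) at 48 h.

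Changes at 24 h and 48 h were then set against each other. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.216, a Spearman correlation of 0.0907 and the same sign in 52.7% of genes. Both comparisons share the control libraries. Simulated libraries with no change in any group gave a Pearson correlation of 0.523 and a Spearman correlation of 0.473. The same sign held in 67.4% of their genes, and all these values were above the observed ones. Fold changes in these simulations are noise alone, whereas the data hold many called changes. The simulations therefore cannot tell whether the observed agreement is high or low. With different control libraries for each time, the alternative that moved the observed correlation most, its mean was 0.0564 (0.0238 to 0.0847 over the splits). Without control replicate 3 it was 0.362. Among called genes, 594 were called at both times, of which 364 changed in the same direction and 230 in opposite directions. The simulations called 0.2 genes at both times on average. Of the opposite changes, 70 genes were higher at 24 h and lower at 48 h, and 160 were lower at 24 h and higher at 48 h.

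**Figure D1:**
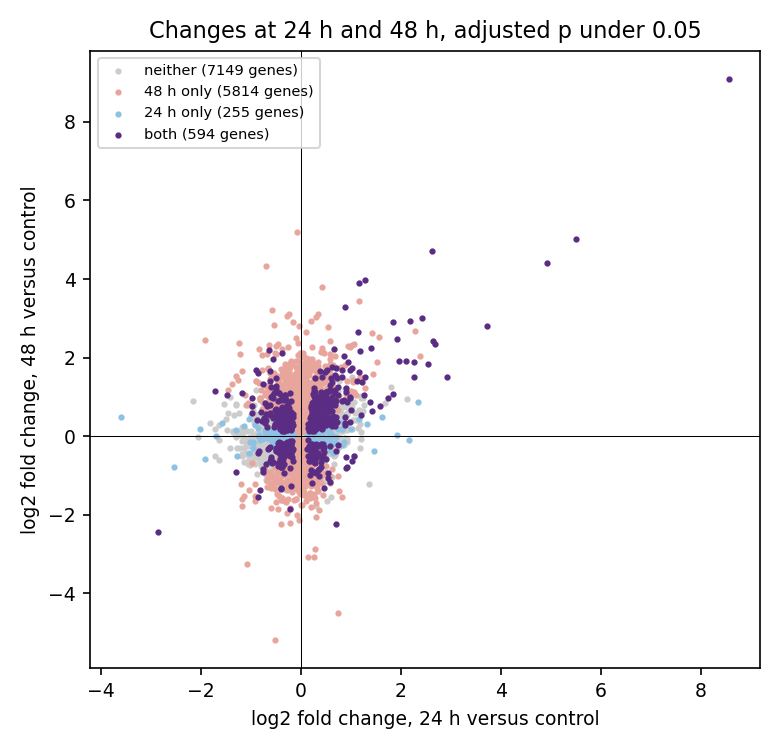
Each point is 1 tested gene, with its log2 fold change at 24 h versus control on the x axis and at 48 h versus control on the y axis, coloured by the comparisons that called it at an adjusted p under 0.05. Of the 594 genes called at both times, 364 lie in the quadrants of equal direction, and fitted values of genes with hardly any reads in a group depend on the prior count.

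The study followed pyroptosis, a lytic form of cell death carried out by gasdermin D (Gsdmd) after cleavage by inflammatory caspases. Gsdmd (chromosome 15, 75734176 to 75739257) was expressed at 2.57 CPM ± 1.03 (SD, n = 3) in the control, 3.42 CPM ± 0.576 (SD, n = 3) at 24 h and 4.97 CPM ± 0.318 (SD, n = 3) at 48 h, on 26 to 96 counts per library. Its log2 fold change was 0.97 (SE 0.23, adjusted p 0.00189) at 48 h, with all 48 h libraries above all control libraries. At 24 h it was 0.44 (SE 0.24, adjusted p 0.362) and the libraries overlapped. Without control replicate 2, Gsdmd had log2 fold changes of 1.33 at 48 h and 0.79 at 24 h (adjusted p 0.0656). Without control replicate 1 it had 0.28 at 24 h (adjusted p 0.67). Casp1 (chromosome 9, 5298508 to 5307290) went from 2.77 CPM ± 0.361 (SD, n = 3) in the control to 2.92 CPM ± 0.334 (SD, n = 3) at 24 h and 5.07 CPM ± 0.430 (SD, n = 3) at 48 h. Its log2 fold change was 0.87 (SE 0.19, adjusted p 0.000787) at 48 h and 0.08 (adjusted p 0.889) at 24 h, where it changed sign without 24 h replicate 1 (-0.006). Casp4 (chromosome 9, 5308828 to 5336783) went from 7.32 CPM ± 1.30 (SD, n = 3) to 20.8 CPM ± 1.66 (SD, n = 3) at 48 h, a log2 fold change of 1.52 (SE 0.14, adjusted p 6.76e-08). At 24 h its log2 fold change was 0.45 (adjusted p 0.101), and it was called without control replicate 2 (adjusted p 0.0299) or without 24 h replicate 1 (adjusted p 0.0327). Casp1 and Casp4 had all 48 h libraries above all control libraries.

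Pycard, the adaptor of inflammasomes, had a log2 fold change of 0.75 (SE 0.28, adjusted p 0.0369) at 48 h on 13 to 39 counts per control and 48 h library. The call was lost under DESeq2 (adjusted p 0.119), and without control replicate 1 (0.131), control replicate 2 (0.103), 48 h replicate 2 (0.0993) or 48 h replicate 3 (0.0843). At 24 h Pycard had -0.43 (adjusted p 0.542), and -0.19 without control replicate 3 (adjusted p 0.819). Il18 had 0.46 (SE 0.18, adjusted p 0.0507) at 48 h, just outside the threshold, and passed with library size only (adjusted p 0.0416), and without 24 h replicate 1 (0.0451) or 24 h replicate 3 (0.0432). Il1b had 0 counts in every control library, at most 2 at 24 h and at most 1 at 48 h. Nlrp3 reached at most 2, 6 and 3 counts in control, 24 h and 48 h libraries, and Card9 at most 3, 1 and 4. These 3 genes were left untested by the filter. All stayed at 6 counts or fewer in every library, so their transcripts did not become abundant. Fold differences between counts this low were not judged.

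**Figure D2:**
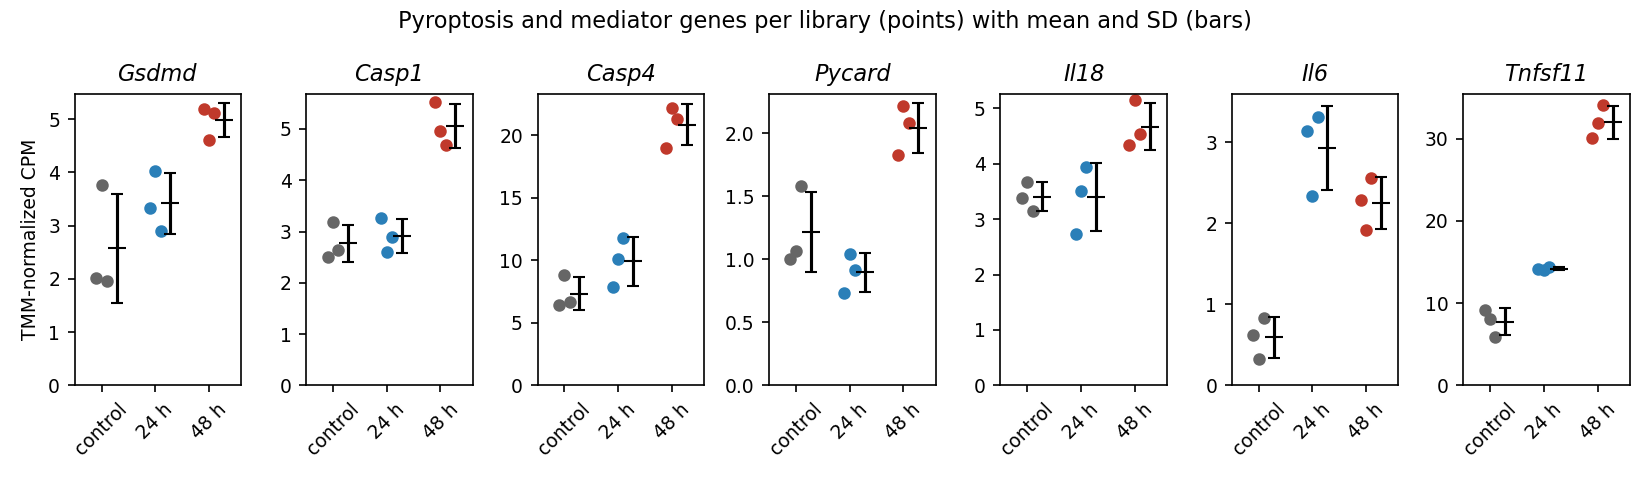
CPM after TMM scaling (y axis, linear from 0, a separate scale per gene) of 7 genes in the control, 24 h and 48 h groups, with 1 point per library and bars for the mean and SD of 3 libraries. All 7 genes have every 48 h library above every control library, with Pycard at 13 to 39 counts in those libraries. Il18 was not called at 48 h versus control.

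Of the inflammatory and bone turnover mediators, Tnfsf11, which encodes the osteoclast factor RANKL, was called at both times. Tnfsf11 (chromosome 14, 78514885 to 78545483) rose from 7.73 CPM ± 1.64 (SD, n = 3) to 14.2 CPM ± 0.198 (SD, n = 3) at 24 h and 32.0 CPM ± 2.00 (SD, n = 3) at 48 h, with log2 fold changes of 0.87 (SE 0.13, adjusted p 0.000174) and 2.04 (SE 0.12, adjusted p 1.01e-10). All libraries of either time lay above all control libraries. The decoy receptor gene Tnfrsf11b had log2 fold changes of -0.15 (adjusted p 0.876) and -0.51 (adjusted p 0.237) and was not called. The ratio of Tnfsf11 to Tnfrsf11b counts was 5.21 ± 1.96 (SD, n = 3) in the control, 11.4 ± 5.14 (SD, n = 3) at 24 h and 29.6 ± 6.32 (SD, n = 3) at 48 h, on 12 to 31 Tnfrsf11b counts per library. Il6 had log2 fold changes of 2.27 (adjusted p 0.000128) at 24 h and 1.90 (adjusted p 0.000107) at 48 h, from 4 to 11 counts per control library. Nfkbia was called at both times, with 0.41 (adjusted p 0.00098) at 24 h and 0.35 (adjusted p 0.000518) at 48 h. Tnf was not called, with 0.09 (adjusted p 0.925) and -0.13 (adjusted p 0.758). Relb was not called either, with 0.27 (adjusted p 0.0600) at 24 h and 0.11 (adjusted p 0.293) at 48 h. At 24 h Relb passed without control replicate 2 (adjusted p 0.0333) or without 24 h replicate 2 (adjusted p 0.0315). At 48 h it had 0.035 without control replicate 3 and 0.168 without control replicate 1.

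Gene lists addressed themes that the study reported as enriched among upregulated genes, namely NOD-like receptor signalling, osteoclast differentiation, hypoxia and oxidative stress, and further themes. Apart from the heatmap genes they were not gene sets of the study. They test shifts of all members, so they do not retest its enrichments. Of the 13 lists, 9 passed at 48 h versus control, 7 at 24 h versus control and 8 at 48 h versus 24 h. All of these also passed under fry, a test of whether list members shift to 1 side, without reference to other genes. It can miss a list whose members change in both directions. Fry passed 12, 10 and 13 lists in these comparisons. At 48 h versus control it added pyroptosis (adjusted p 0.000165), osteocyte and osteoblast markers (2.84e-06) and chondrocyte markers (0.00276). At 24 h versus control it added extracellular matrix (0.011), osteocyte and osteoblast markers (0.000184) and chondrocyte markers (0.0128). Such a pass does not show a shift relative to other genes. With the correlation between genes estimated per list in camera, the alternative that lowered the counts most, 3, 3 and 2 passed. At 48 h versus control these were the heatmap genes, hypoxia and cell cycle. At 24 h versus control they were hypoxia, NF-kB and TNF response, and osteoclast regulation. At 48 h versus 24 h they were the heatmap genes and cell cycle. A gene is said to lead a list where its change was the largest among the members that met the criteria for naming, which include a mean of at least 5 CPM.

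All 48 heatmap genes of the NOD-like receptor pathway were tested. Their median log2 fold change at 48 h was 0.50 (adjusted p 3.3e-16). Over all genes tested 46 of them were called higher, and adjusted over the list alone 48 were, which is not independent evidence. At 24 h the median was 0.07 (adjusted p 0.0221), with 6 genes higher and 5 lower over all genes tested, and 10 and 6 adjusted over the list alone. Gbp5 led at 48 h with a log2 fold change of 2.13 (adjusted p 5.35e-10), and its count is uncertain because its family holds similar genes. Ccl5 led at 24 h with 0.60 (adjusted p 0.00637), while Il6, at a mean under 5 CPM, had the larger change of 2.27. Of 95 other members of the pathway 76 were tested. They shifted down at 48 h with a median of -0.11 (adjusted p 0.0157), and the median was -0.07 without control replicate 1. The heatmap genes, all higher at 48 h, had been left out of this list, so its downward shift is not independent evidence either. Over all genes tested 1 of its members was higher and 24 were lower, with the same counts adjusted over the list alone. Ccl2 led with a log2 fold change of -0.78. At 24 h their median was -0.01 (adjusted p 0.906), with 4 genes higher and 1 lower by either adjustment, and 0.01 without 24 h replicate 1. The inflammasome and pyroptosis list, with 17 of 28 genes tested, had a median of 0.22 at 48 h (adjusted p 0.151), and 0.33 without control replicate 2. It had 8 genes higher and 3 lower over all genes tested, and 9 and 3 adjusted over the list alone. At 24 h its median was -0.07 (adjusted p 0.176), and -0.12 without 24 h replicate 3. No gene of it was called at 24 h, where 1 higher and 3 lower genes had an unadjusted p under 0.05.

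The hypoxia list, with 44 genes, shifted up at both times, with medians of 0.29 at 24 h (adjusted p 3.24e-26) and 0.50 at 48 h (adjusted p 7.21e-13). It held 30 higher genes at 24 h and 35 at 48 h over all genes tested, and 36 at each time adjusted over the list alone, with 4 lower genes at 48 h by either adjustment. Car9 led at 48 h and Egln3 at 24 h, the latter with a log2 fold change of 0.85 (adjusted p 0.00304). Car9 had a larger change at 24 h, 1.16 (adjusted p 0.0272), at a mean under 5 CPM. The NF-kB and TNF list shifted up with medians of 0.50 at 24 h (adjusted p 2.53e-18) and 0.30 at 48 h (adjusted p 0.0142). Of its 32 tested genes, 18 were higher and 1 lower at 24 h over all genes tested, and 22 and 4 adjusted over the list alone. At 48 h 16 were higher and 6 lower, and 16 and 7 adjusted over the list alone. Saa3 led at both times. The interferon list, with 43 genes, fell at 24 h and rose at 48 h, with medians of -0.12 (adjusted p 0.00356) and 0.38 (adjusted p 6.7e-08). It had 4 lower genes at 24 h and 28 higher and 1 lower gene at 48 h by either adjustment. Ifit3 had a log2 fold change of -0.58 at 24 h (adjusted p 0.00569), and its call was lost without control replicate 1 (0.0598) or 24 h replicate 3 (0.0502). Rsad2 led at 48 h versus 24 h with 2.12.

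The autophagy and lysosome list also fell at 24 h and rose at 48 h, with medians of -0.12 (adjusted p 9.84e-05) and 0.13 (adjusted p 0.00214). At 24 h it had 1 higher and 14 lower genes over all genes tested, and 2 and 14 adjusted over the list alone. At 48 h it had 20 higher and 3 lower, and 21 and 3 adjusted over the list alone. Grn stood at 661.4 CPM ± 22.4 (SD, n = 3) in the control, 527.3 CPM ± 9.51 (SD, n = 3) at 24 h and 985.7 CPM ± 16.2 (SD, n = 3) at 48 h, and it is uncertain because it overlaps Fam171a2 on the opposite strand. Ulk1 led at 48 h with 0.64. Neu1 had a log2 fold change of -0.38 at 24 h (adjusted p 0.0162), and its call was lost without control replicate 1 (0.116) or 24 h replicate 3 (0.094).

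The oxidative stress list, made of NRF2 targets, shifted down at 48 h with a median of -0.45 (adjusted p 1.4e-05), and 19 of 27 genes were lower and 4 higher by either adjustment. Gsta4 led with a log2 fold change of -1.35, while Gpx3 had 1.06. At 24 h the median was -0.07 (adjusted p 0.0752), with 2 higher and 6 lower genes over all genes tested, and 3 and 9 adjusted over the list alone. The list passed without control replicate 3 (adjusted p 0.0386). Its 24 h median was -0.007 without control replicate 2. The osteoclast regulation list, with 11 of 19 genes tested, had a median of 0.41 at 24 h (adjusted p 4.28e-05), with 6 higher genes over all genes tested and 7 adjusted over the list alone. Il11 led at 24 h with 0.91 (adjusted p 0.00175), while Il6, at a mean under 5 CPM, had 2.27. At 48 h the median of this list was -0.14 (adjusted p 0.835), with 4 higher and 4 lower genes by either adjustment, and -0.011 without 48 h replicate 1 and -0.208 without 48 h replicate 3.

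The extracellular matrix list shifted up at 48 h with a median of 0.31 (adjusted p 0.000309), with 24 higher and 10 lower genes of 43 by either adjustment. Mmp13 and Adamts1 had log2 fold changes of 2.91 and 1.98. At 24 h the list had a median of 0.08 (adjusted p 0.0561), with 14 higher and 10 lower genes over all genes tested, and 18 and 14 adjusted over the list alone. It passed without control replicate 3 (0.0417), 24 h replicate 1 (0.0441), 24 h replicate 2 (0.0151) or 48 h replicate 2 (0.0498), with library size only (0.0461) and under fry (0.011). The cell cycle list fell at 48 h with a median of -0.52 (adjusted p 1.38e-13), and 36 of 40 genes were lower over all genes tested and 37 adjusted over the list alone. Rrm2 went from 335.1 CPM ± 7.6 (SD, n = 3) to 169.0 CPM ± 4.82 (SD, n = 3). At 24 h this list had a median of 0.06 (adjusted p 0.0404), with 1 higher gene by either adjustment. The call of the list was lost without control replicate 3 (0.0648), 24 h replicate 2 (0.103) or 24 h replicate 3 (0.0724), with library size only (0.0897), with an estimated correlation between genes (0.159) and with at least 10 counts in every library (0.05). The higher gene was Rrm2 (log2 fold change 0.18, adjusted p 0.0162), and its own call was lost without 24 h replicate 1 (0.0635), 24 h replicate 2 (0.0511) or 24 h replicate 3 (0.0572).

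The osteocyte and osteoblast markers, with 18 of 25 genes tested, had medians of -0.13 at 48 h (adjusted p 0.171) and -0.12 at 24 h (adjusted p 0.301), the former being -0.082 without control replicate 2 and the latter -0.014 without 24 h replicate 3 and -0.191 without 24 h replicate 2. They had 4 higher and 8 lower genes at 48 h by either adjustment. At 24 h they had 2 higher and 5 lower over all genes tested, and 6 and 6 adjusted over the list alone. The 7 tested chondrocyte markers of 22 had medians of 0.14 at 48 h (adjusted p 0.155) and -0.10 at 24 h (adjusted p 0.171). Their 48 h median was 0.39 without control replicate 1 and 0.037 without 48 h replicate 1, and their 24 h median was -0.22 without 24 h replicate 2. They had 4 higher and 1 lower gene at 48 h by either adjustment. None was called at 24 h, where 2 lower genes had an unadjusted p under 0.05. At 48 h versus 24 h, the lists outside the threshold were pyroptosis (median 0.40, adjusted p 0.066), NF-kB and TNF (-0.22, adjusted p 0.0709), osteoclast regulation (-0.22, adjusted p 0.201), osteocyte and osteoblast markers (-0.09, adjusted p 0.63) and chondrocyte markers (0.46, adjusted p 0.0632). The NF-kB and TNF list passed without 24 h replicate 2 (adjusted p 0.0191), and its median was -0.146 without 24 h replicate 1. The chondrocyte markers passed without control replicate 3 (0.0401), 24 h replicate 2 (0.0472) or 48 h replicate 2 (0.0498), and their median was 0.205 without 48 h replicate 1. Without 48 h replicate 1 the median was -0.105 for osteoclast regulation and -0.047 for osteocyte and osteoblast markers, and without 48 h replicate 3 it was -0.362 for osteoclast regulation.

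**Figure D3:**
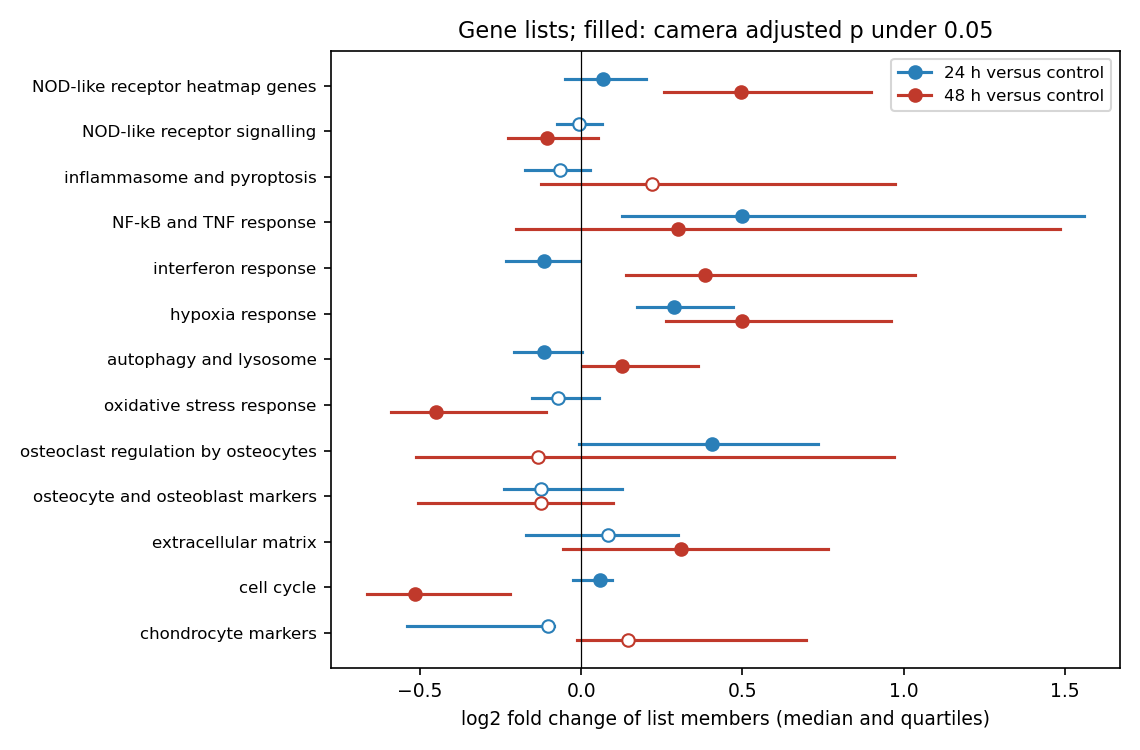
Median (circle) and quartiles (line) of the log2 fold changes of the tested members of each of 13 gene lists, for 24 h and 48 h versus control, with filled circles where the camera adjusted p was under 0.05. The interferon and the autophagy lists have filled circles on opposite sides of 0, while the hypoxia list lies above 0 at both times.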

Values the study reported

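The study reported that 990 genes were upregulated in MLO-Y4 cells after 24 h of co-culture with stimulated chondrocytes. At 48 h it reported 3 057 upregulated genes.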

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

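The test of culture time was chosen only after the result it bears on had been seen, and the patterns behind all tests here were noticed in these same data. For the results in this part, the change against control differed between 24 h and 48 h by the direct test of 48 h against 24 h. Groups of 3 libraries were not tested for single deviating libraries.

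That test called 6782 genes. Against control, 6408 genes were called at 48 h and 849 at 24 h, a ratio of 7.55. The ratio was 4.37 without control replicate 3, and 12.1 and 11.9 without 24 h replicate 3 and 24 h replicate 1. Thinning all libraries to the smallest total gave 6111 and 785 genes, a ratio of 7.78. Removing the trend of each library with GC content and gene length gave 6991 and 1196, a ratio of 5.85. Leaving out the 50 most abundant genes gave 6358 and 842, a ratio of 7.55. Depth, these trends and a few abundant genes are each argued against as the whole cause of the ratio, and were not tested on 48 h versus 24 h. Time in culture or the age of the medium could also produce the difference, because the labels name no unstimulated 48 h group and the time of the control is not given. The cell cycle list fell at 48 h with a median log2 fold change of -0.515, which denser cultures or stimulation would both allow, so these explanations cannot be told apart. An effect of stimulation that grows with time stays open as well.

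Of the 10 splits of the 6 libraries of each comparison, 1 gave as many genes, the real one, for 48 h versus control, for 24 h versus control and for 48 h versus 24 h. These splits cannot give a share under 0.1. In these fits of 6 libraries the real splits called 6103, 590 and 7428 genes. Of 100 drawn splits of the 9 libraries into 3 groups, 1 gave as many genes in the joint test, the real one with 7162, while the largest other gave 6511.

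Among lists, the median log2 difference between 48 h and 24 h was 0.476 for the heatmap genes of the NOD-like receptor pathway, -0.107 for its other members, 0.542 for interferon, 0.172 for hypoxia, 0.238 for autophagy and lysosome, -0.379 for oxidative stress, 0.21 for extracellular matrix and -0.61 for cell cycle. The call of the other pathway members was lost with at least 10 counts in every library (adjusted p 0.0504). The interferon, autophagy and cell cycle lists passed in opposite directions at 24 h and 48 h. With an estimated correlation between genes, none of them passed at 24 h (adjusted p 0.247, 0.158 and 0.159). At 48 h versus control only cell cycle did (0.00326), with interferon at 0.113 and autophagy at 0.217. Over these 3 lists, both times and 3 other scalings, 0 of 18 directions flipped. This says nothing about normalization as a source, because another scaling shifts all genes of a comparison alike and the list test compares members with all other genes. The 24 h rise of the cell cycle list was outside the threshold with library size only (adjusted p 0.0897) and with upper quartile factors (adjusted p 0.0609). For each comparison 1 of the 10 splits gave as many lists, the real one. The largest other split reached 6 lists against 9 at 48 h versus control, 3 against 7 at 24 h versus control and 7 against 8 at 48 h versus 24 h, so the last count stands little apart. Time in culture stays open for the lists too.

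Of the 47 named genes that were tested, 40 differed between the times. Most were named for a large change, so this share does not describe the genome. Among pyroptosis genes and mediators, the log2 difference between 48 h and 24 h was 0.54 for Gsdmd, 0.79 for Casp1, 1.07 for Casp4, 1.18 for Pycard, 0.46 for Il18 and 1.17 for Tnfsf11. Under DESeq2 Gsdmd and Il18 were outside the threshold (adjusted p 0.0998 and 0.127). Across all alternatives their adjusted p ranged from 0.0176 to 0.15 and from 0.0277 to 0.198. Both also lost the call when single libraries were left out, with the smallest differences at 0.441 for Gsdmd without 24 h replicate 3 and 0.325 for Il18 without 24 h replicate 1. Their counts of 26 to 96 per library for Gsdmd and 41 to 86 for Il18 limit these differences.

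Other named genes were higher at 48 h than at 24 h. The log2 difference was 5.03 for Gm12248, 3.78 for Adamts15, 3.37 for Fabp4, 2.73 for Car9, 2.70 for Ndufa4l2, 2.54 for Hopx, 2.12 for Rsad2, 1.87 for Adamts1, 1.74 for Sp110, 1.66 for Gbp5, 1.61 for Ifit3, 1.56 for Kcnh2, 1.38 for Plxdc1 and 1.36 for Gpx3. Smaller differences were 1.06 for Mmp13, 0.90 for Grn, 0.87 for Ccl5, 0.80 for Gpnmb, 0.62 for Neu1, 0.59 for Hp and 0.50 for Ulk1. The log2 difference was negative for the rest, with -2.95 for Ltbp2, -2.26 for Cxcl1, -2.24 for Acsbg1, -2.10 for Id1, -1.98 for Pcolce2, -1.62 for Lgr6, -1.43 for Il11, -1.41 for Cxcl5, -1.19 for Ccl2, -1.17 for Rrm2, -0.95 for Gsta4, -0.51 for Saa3 and -0.49 for Egln3. The difference of Egln3 was outside the threshold without 24 h replicate 1 (-0.366), 24 h replicate 3 (-0.395) or 48 h replicate 2 (-0.433). Depth, composition and culture time were not tested on the differences of these genes.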

How the results depend on the processing

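The thinning of libraries, the removal of GC and length trends and the omission of the 50 most abundant genes were chosen after seeing the data and run against control only. At 48 h versus control under every setting, and at 48 h versus 24 h under the others, counts of genes stayed within 1.5 times of the reported ones except when a log2 fold change of at least 1 was required. That left 525 higher and 180 lower genes at 48 h versus control, 592 and 214 at 48 h versus 24 h, and 46 and 17 at 24 h versus control, fewer by construction. The majority direction of called genes depended on the scaling. With library size only and upper quartile factors, 51% and 52.6% were higher at 48 h versus control, against 47.4% reported. At 24 h versus control 44.8% and 49.1% were higher, against 52.9%. At 48 h versus 24 h 54.8% and 55% were higher, against 48.3%. RLE factors and DESeq2 kept the reported majority in every comparison.

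The counts at 24 h varied most. Higher genes numbered 759 without a filter, 259 at an adjusted p under 0.01 and 675 after removal of the GC and length trends. Lower genes numbered 254 when only the 6 libraries compared were fitted and 205 at an adjusted p under 0.01. A stricter threshold lowers a count by construction, and for the others the cause was not tested. Across the 9 fits that each left out 1 library the counts ranged from 295 to 873 for higher and from 222 to 602 for lower genes, highest without control replicate 3. DESeq2 called 90.2% of the genes called at 24 h, 87.9% of those at 48 h and 88.5% of those at 48 h versus 24 h.

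The correlation of the changes at 24 h and 48 h was 0.164 over genes of at least 10 CPM and 0.0564 with split controls, and ranged from 0.214 to 0.362 when 1 library was left out. The share of genes with the same sign was 47.7% with split controls and ranged from 51.2% to 58.3%. Split controls remove the shared noise by construction, and for the others the cause was not tested.

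With an estimated correlation between genes, 3 lists passed at 48 h versus control, 3 at 24 h versus control and 2 at 48 h versus 24 h, and fry passed 13 in the last. The direction of camera changed for lists outside the threshold. These were osteoclast regulation at 48 h with at least 10 counts in every library (median -0.16), and the other NOD-like receptor members at 24 h with library size only (-0.027), with at least 10 counts in every library (-0.007) and without 24 h replicate 2 (-0.017). In the other 8 fits that left out 1 library the direction of that list stayed, with medians up to 0.01. The cause was not tested.

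Pycard at 48 h was outside the threshold under DESeq2 (0.76), and ranged from 0.628 to 0.994 without 1 library. Il18 at 48 h passed with library size only (0.476), with RLE factors (0.468) and with only the 6 libraries (0.461), and ranged from 0.382 to 0.516. Casp4 at 24 h ranged from 0.315 to 0.597. Sign changes were seen for Il18 at 24 h (0.003 under DESeq2 and with RLE factors, -0.118 to 0.133 without 1 library), Casp1 at 24 h (-0.006 to 0.189), Tnf at 48 h (-0.323 to 0.017) and 24 h (-0.046 to 0.19), and Tnfrsf11b at 24 h (-0.482 to 0.114). For these genes the cause was not tested.

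Replicate numbers did not pair the libraries, as the deviations of same-numbered libraries correlated at -0.049 to 0.077. With the replicate number as a block, 6468 genes were called at 48 h versus control, 958 at 24 h versus control and 6810 at 48 h versus 24 h. Relb at 24 h passed (adjusted p 0.0428) and the cell cycle list at 24 h was outside the threshold (adjusted p 0.0582).

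Including the changes above, leaving out a library aside, 20 of 195 list results were weaker, 12 stronger and 3 reversed, and of 504 gene results 3 were weaker, 5 stronger and 2 reversed.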

Other observations

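The test for RNA of chondrocytes was chosen only after the result was seen, and the patterns behind all tests of explanations here were noticed in these same data.

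At 24 h versus control 449 genes were higher, with 759 when no filter was used and 873 without control replicate 3. The first of these counts is lower than the value quoted from the study above. At 48 h versus control 3039 genes were higher, and that count lies close to the quoted one.

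Inflammatory and matrix genes were higher in the co-cultures with stimulated chondrocytes, and RNA of chondrocytes in the osteocyte libraries could bring such transcripts. Of 54 values, for 6 abundant cartilage genes in 9 libraries, 2 were above 3 counts, both of Col2a1. The counts of the 6 genes summed to 7 in the control, 8 at 24 h and 5 at 48 h, while those of Saa3 summed to 92, 4520 and 3791. These 6 genes argue against chondrocyte RNA as the source, as far as stimulated chondrocytes still express cartilage genes, which was not measured here. Of the 22 chondrocyte markers listed beforehand as a check, 7 were tested. At 48 h 4 of these were higher and 1 lower, and none was called at 24 h. At 48 h that list passed fry (adjusted p 0.00276) but not camera (adjusted p 0.155). Whether the 4 higher markers came from chondrocytes was not tested.

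All 48 heatmap genes of the NOD-like receptor pathway had higher values at 48 h, 46 of them called, while 27 of the 76 other tested members had higher values, with 1 called higher and 24 lower. The study showed the heatmap genes as differentially expressed in these libraries, so selection adds to this contrast by design. The test set in advance was whether the joined list passed as higher, and it did (camera p 0.0141), which by the criterion written for it would have counted against selection. That test is void, because the heatmap genes were chosen on these libraries and bring their rise into the joined list. How much of the contrast selection accounts for stays open.

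Some pseudogenes had large changes that rested on single libraries. Gm29216, named after its values were seen, had 832 counts in control replicate 2 and 77 and 69 in the other control libraries. Reads shared with near-identical copies may add to this, as the dispersion of 775 tested pseudogenes was 1.17 times that of protein-coding genes of the same expression in the median, and above it in 63.7%. Other causes of a higher dispersion were not tested.

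Id1 and Ltbp2 fell at 48 h. Lower activity of TGF-beta, BMP and YAP targets is a candidate explanation. A list of other targets without these genes, written after the data had been seen and before its test, had 24 tested genes and a median of -0.272 at 48 h (camera p 0.00756), with 15 genes lower and 3 higher. The p was 7.26e-06 with fry and 0.0274 with an estimated correlation. At 24 h the list shifted up (median 0.076, camera p 0.0377), which an estimated correlation left outside 0.05 (p 0.0651), and at 48 h versus 24 h down (median -0.402, camera p 0.00198). These p-values are not adjusted for other lists that could have been tried, and time in culture stays open here too.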
